A study of Danio rerio with 8 samples.

How the data were processed

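RNA from whole zebrafish (Danio rerio) embryos was profiled by cap analysis gene expression (CAGE), a method that captures capped RNAs and sequences their starts, so that tags pile up at transcription start sites. Per the labels' protocols, total RNA was column-purified and reverse transcribed, the caps were biotinylated and captured on streptavidin beads, and the released cDNA was ligated to barcoded linkers before second-strand synthesis and Illumina sequencing. Embryos were wild type (WT) or carried the sa37 allele of jam3b, the gene of a junctional adhesion molecule. They were collected at 12 or 16 hours post-fertilization (hpf), giving 4 groups of 2 libraries.

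The deposited values are RPM (tags per 1000000 tags, one value per tag cluster), as inferred from the column sums and from the steps between values. The aligner, the clustering method, the genome build and the source of the tag totals are not stated in the labels or the file headers. Each cluster is given by chromosome, start, end and strand, without a gene name. The 4 libraries whose titles carry no number (called replicate 1 here) share one cluster list of 30353 distinct clusters, and the 4 whose titles end in 2 (replicate 2) share another of 42082. The lists were made differently: median cluster lengths are 56 and 16 bases, only 241 clusters have identical coordinates in both, and list 1 holds no value between 0 and 0.5 RPM whereas list 2 reaches down to 1 tag. With repeated rows included, the list 1 columns add up to less than 1000000 (936556 to 945905), and the list 2 columns to 1000000 within rounding. Clusters that a file repeated with the same value (412 repeats in list 1 and 796 in list 2) were counted once. The replicate number, the cluster list and the normalization therefore cannot be told apart, and levels set across the 2 lists carry this difference. Every comparison made here has both of its arms in each list.

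The values were whole multiples of one step in each file, so that tag counts could be recovered. The share of values that came out whole was 100.0% in every library, against 11.7 to 17.3% by chance in list 1 and 1.7 to 2.4% in list 2. The distinct clusters held 10662458 to 15830713 tags per library in replicate 1 and 16938015 to 23300915 in replicate 2. A floor of 3 tags corresponds to 0.173 to 0.256 RPM in replicate 1 and 0.125 to 0.172 in replicate 2, and it covers counting error only, since the tags carry no molecular identifiers. In replicate 1 the smallest listed value above 0, at 0.51 to 0.55 RPM, was higher than that floor and was used in its place.

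Clusters of the 2 lists that overlapped by at least 1 base on the same strand were merged, with the end coordinate read as exclusive, and the values of a library's clusters within a merged region were added. This gave 42130 regions. The 23602 regions with clusters of both lists held 98.0 to 98.1% of the distinct RPM in replicate 1 and 98.9 to 99.1% in replicate 2. The 6397 regions of list 1 alone and the 12131 of list 2 alone entered no comparison, except in an alternative that counted them as 0 in the other list. Regions with a mean of at least 1 RPM over the 8 libraries were tested, 19000 in all. A region is printed with the lowest start and the highest end of its clusters, in the coordinates of the files, so it need not equal a cluster of either list. Sequence names were shortened.

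The design fixed before the data were examined named edgeR's quasi-likelihood test for counts and limma for normalized values. Because the deposited unit is normalized, the main test was limma 3.58.1 (lmFit and eBayes, in R 4.3.3) on log2(RPM + 1), with a mean for each of the 4 groups, no covariate and all 8 libraries in one model. Differences are on that scale, which understates the change of low regions. P-values were two-sided and were adjusted by Benjamini-Hochberg over the 19000 regions, and a region was called at an adjusted p under 0.05. The comparisons were sa37 against WT at each stage and averaged over stages, 16 against 12 hpf in each genotype, and the genotype by stage interaction. A second fit added the replicate number as a block. The pairing comes from the titles, and the same number also marks the cluster list. Other settings were a pseudocount of 0.1, other filters, quantile normalization, a 2-fold minimum, regions of one list counted as 0 in the other, the compared groups alone, and each library left out in turn. On the recovered tags, edgeR 4.0.16 and DESeq2 1.42.0 were run as further alternatives. Several settings, such as edgeR with the block and other ways to merge clusters, were chosen after seeing the data.

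Both fits were tested on simulated data made from the real means and depths, with 19000 regions of which 200 were changed 4-fold between genotypes. With the measured difference between the replicate numbers kept in the simulation, limma without the block recovered 0% of the changed regions at 12 hpf and 0% averaged over stages. With the block it recovered 95.5% and 98%, calling 7 and 8 unchanged regions. With no such difference simulated, limma without the block recovered 95.5% and 100%. Counts from the fit without the block are therefore limited by the difference between the replicate numbers. The simulated difference was the same in all 4 groups, which favours the block, and the spread between libraries was set to a fixed value. In the data this difference correlated between groups with r of 0.68 to 0.83 across regions. Recovery with the block is thus a best case, and the simulation does not give the error rate of the block counts in the data.

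Regions were named by a rule fixed before the data were examined: the smallest adjusted p among called regions that changed the same way in every replicate pair, and for a comparison with none called, the smallest raw p. The rule allowed 5 regions per direction between genotypes and 3 between stages. Since the files pair no cluster with a gene, at most 2 per direction and comparison are printed. A gene table of another or unknown build was not used to annotate them, so the position of each region relative to genes, exons and untranslated regions was not analysed here. For the same reason jam3b itself, a list of 79 genes fixed beforehand and gene set tests were not analysed. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for merging, permutations and plots.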

Results

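The data are 8 CAGE libraries from whole zebrafish embryos, 2 for each combination of genotype (WT or jam3b-sa37) and stage (12 or 16 hpf). In replicate 1, the distinct clusters held 11713380 tags for WT at 12 hpf, 14804217 for WT at 16 hpf, 10662458 for sa37 at 12 hpf and 15830713 for sa37 at 16 hpf. In replicate 2 the same groups had 22593011, 22956035, 16938015 and 23300915 tags. Values are in RPM, tags per 1000000 tags of the total used for each column, whose source is not stated and which differs between the lists. Clusters listed at 0 made up 19.3 to 23.6% of list 1 and 4.1 to 7.0% of list 2. The 10 strongest clusters took 9.1 to 12.9% of the listed RPM in replicate 1 and 6.2 to 8.8% in replicate 2. Across the 19000 tested regions, the log2 values of the 2 replicates of a group correlated with r between 0.91 and 0.93. Over all pairs of libraries r ranged from 0.84 to 0.96. These correlations are across regions, which are not independent replicates.

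The first principal component held 53.2% of the variance and separated replicate 1 from replicate 2. The next, with 21.2%, separated the stages, and the third, with 15.7%, separated the genotypes. In a partition of the variance by each factor, 50.4% followed the replicate number, 23.3% the stage and 16.0% the genotype. Libraries with the same replicate number deviated together from their group means: the difference between replicates correlated with r of 0.68 to 0.83 across regions between any 2 of the 4 groups. Results with the replicate number as a block are therefore given beside those without it.

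**Figure D1:**
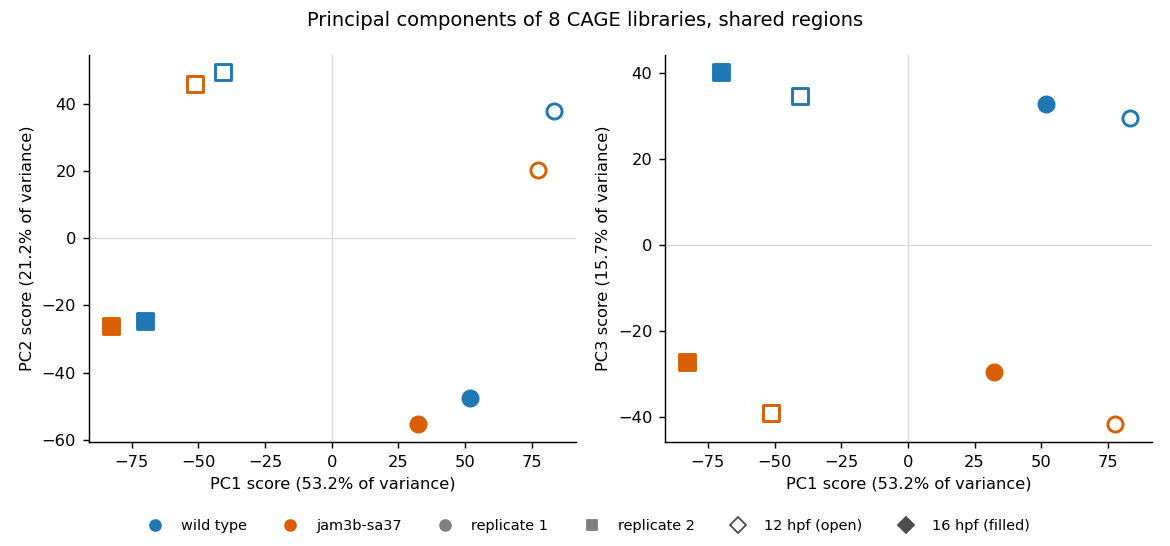
Scores of the 8 libraries on the first component (horizontal axis, 53.2% of the variance) against the second (left, 21.2%) and the third (right, 15.7%), computed on log2(RPM + 1). Each point is a library, with color for genotype, shape for replicate and open or filled symbols for 12 or 16 hpf; the circles and squares separate along the first component, open and filled symbols along the second and the colors along the third.

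The first comparison asked which start sites differed in use between jam3b-sa37 and WT embryos. In limma without the block, 19 regions were called at 12 hpf, of which 12 were higher and 7 lower in sa37, and 17 at 16 hpf, of which 11 were higher and 6 lower. Averaged over stages, 120 regions were called, 73 higher and 47 lower. With the replicate block the counts were 546 at 12 hpf (306 higher, 240 lower), 404 at 16 hpf (260 higher, 144 lower) and 1399 averaged over stages (900 higher, 499 lower). These block counts rest on the pairing whose correlation is given above, r of 0.68 to 0.83. The 19, 17 and 120 regions called without the block were all among those called with it. Of the regions called with the block, 199, 139 and 707 were also called by edgeR with the same block on recovered tags. The setting that moved the averaged count most was the block with an intensity trend in limma, with 1893 regions. Quantile normalization changed the balance of directions at 16 hpf under the block, from 64.4% higher to 52.1% higher, and averaged over stages from 64.3 to 53.6%. EdgeR with the block called 412 higher and 364 lower averaged over stages (53.1% higher).

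The genotype difference was compared between the replicates, each of which stands for one cluster list. Across regions, the differences in replicates 1 and 2 correlated with Pearson's r of 0.49 and Spearman's rho of 0.30 at 12 hpf, and with r of 0.54 and rho of 0.40 at 16 hpf. At 12 hpf, 1525 regions differed at least 2-fold in replicate 1 and 1189 in replicate 2. In both replicates 533 did so in the same direction and 36 in opposite directions. At 16 hpf the numbers were 1171 and 988, with 461 in the same direction and 24 in opposite ones. With the block, 269 regions were called at both stages, and all 269 had the same direction. In 5885 of the 19000 regions (31%) the difference had one sign in 4 of 4 pairs of libraries, against 12.5% by chance if the pairs were independent and centred on 0. They were not: across regions, pairs of the same replicate number correlated between stages with r of 0.56 and 0.73 and pairs of different numbers with 0.46 and 0.47, and the median difference averaged over stages was 0.055.

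**Figure D2:**
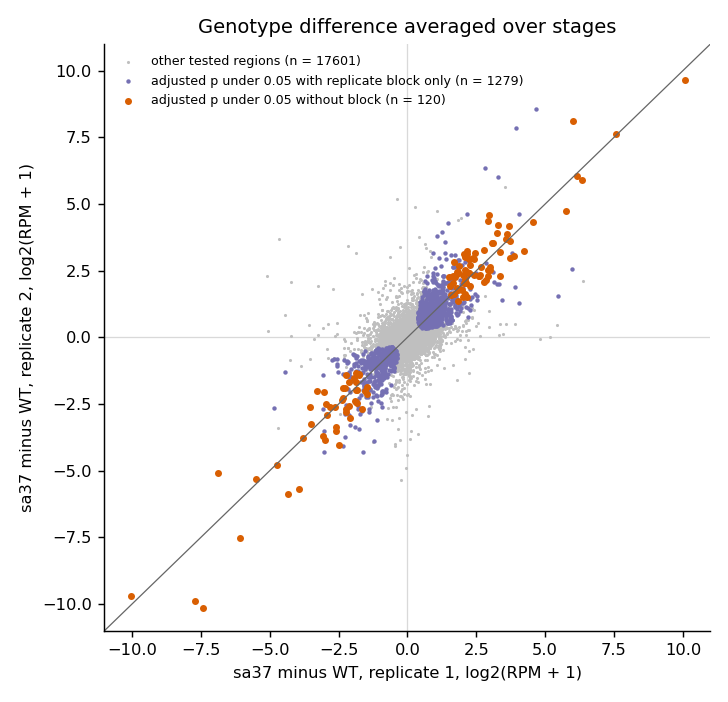
Difference between sa37 and WT, averaged over 12 and 16 hpf, on the log2(RPM + 1) scale in replicate 1 (horizontal axis) and replicate 2 (vertical axis), with a line of equality. Each point is a tested region; the 120 regions called without the block are in orange, the 1279 called only with the block in purple and the others in gray, and the orange points lie along the line in both directions.

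The regions printed here, the 2 per direction with the smallest adjusted p, were the same 4 at both stages and in the average. A region on chromosome 7 from 73629474 to 73629491 on the minus strand was at 1020 ± 220 RPM (SD, n = 2) in WT at 12 hpf and 853 ± 92 (SD, n = 2) in WT at 16 hpf. It was listed at 0 in all 4 sa37 libraries, which makes it at least 1770-fold lower. Its difference averaged over stages was -9.85 (SE 0.22, limma adjusted p 3.05e-05, with the block 9.65e-07). It lay between 73 and 74 Mb, where 6 of 40 tested regions were at least 4-fold lower in sa37 with the block. A region on chromosome 25 from 7484192 to 7484246 on the minus strand was at 43.3 ± 1.4 RPM (SD, n = 2) in WT at 12 hpf and 44.3 ± 0.24 (SD, n = 2) at 16 hpf. In sa37 it was listed at 0 in replicate 1 and at 0.23 and 0.04 RPM in replicate 2. It was at least 84.8-fold lower, with a difference of -5.40 (SE 0.21, limma adjusted p 0.000284, with the block 7.43e-06).

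Of the regions higher in sa37, one lay on chromosome 25 from 7539414 to 7539541 on the minus strand. It was at 74.6 ± 1.2 RPM (SD, n = 2) in sa37 at 12 hpf and 67.4 ± 2.1 (SD, n = 2) at 16 hpf, against 0 to 0.13 in the WT libraries, at least 120-fold higher. The difference was 6.11 (SE 0.21, limma adjusted p 0.000157, with the block 3.19e-06). The other lay on chromosome 25 from 34601787 to 34601808 on the minus strand, with 1340 ± 350 RPM (SD, n = 2) in sa37 at 12 hpf and 1180 ± 530 (SD, n = 2) at 16 hpf. WT libraries held 0 to 1.1, so that it was at least 1440-fold higher. The difference was 9.86 (SE 0.34, limma adjusted p 0.000157, with the block 7.43e-06). This region lay between 34 and 35 Mb, where 6 of 91 tested regions differed at least 4-fold, 2 higher and 4 lower. The regions on chromosome 25 that start at 7484192 and 7539414 lie within 100 kb of each other and changed in opposite directions.

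**Figure D3:**
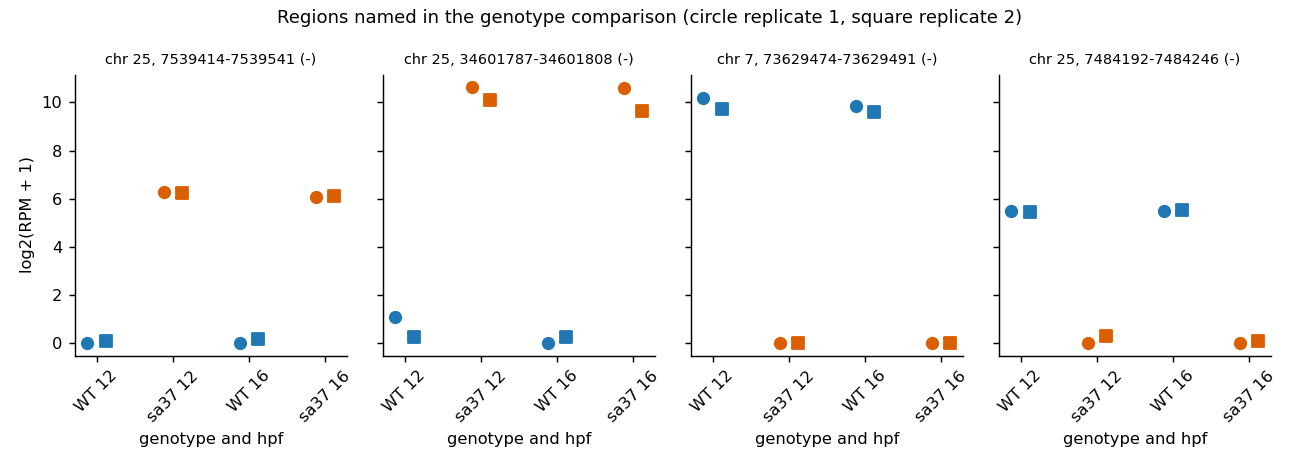
Values of the 4 regions printed for the genotype comparison, one panel each, as log2(RPM + 1) on the vertical axis against genotype and hpf on the horizontal axis. Each point is a library, circles for replicate 1 and squares for replicate 2, with WT in blue and sa37 in orange; in each panel the 4 libraries of one genotype are near 0 and the 4 of the other are well above.

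Of the 1399 regions called with the block in the average over stages, 164 differed at least 4-fold on the log2(RPM + 1) scale, 103 higher and 61 lower in sa37. Of these, 156 lay on the 25 chromosomes and 8 on other sequences, which were not tested as such. The share of tested regions that were among them did not differ detectably between any chromosome and the rest (two-sided Fisher's exact test per chromosome, smallest Benjamini-Hochberg adjusted p 0.483 over 25 tests). The share on the other sequences was not compared with that on the chromosomes, so an even spread over all sequences does not follow.

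**Figure D4:**
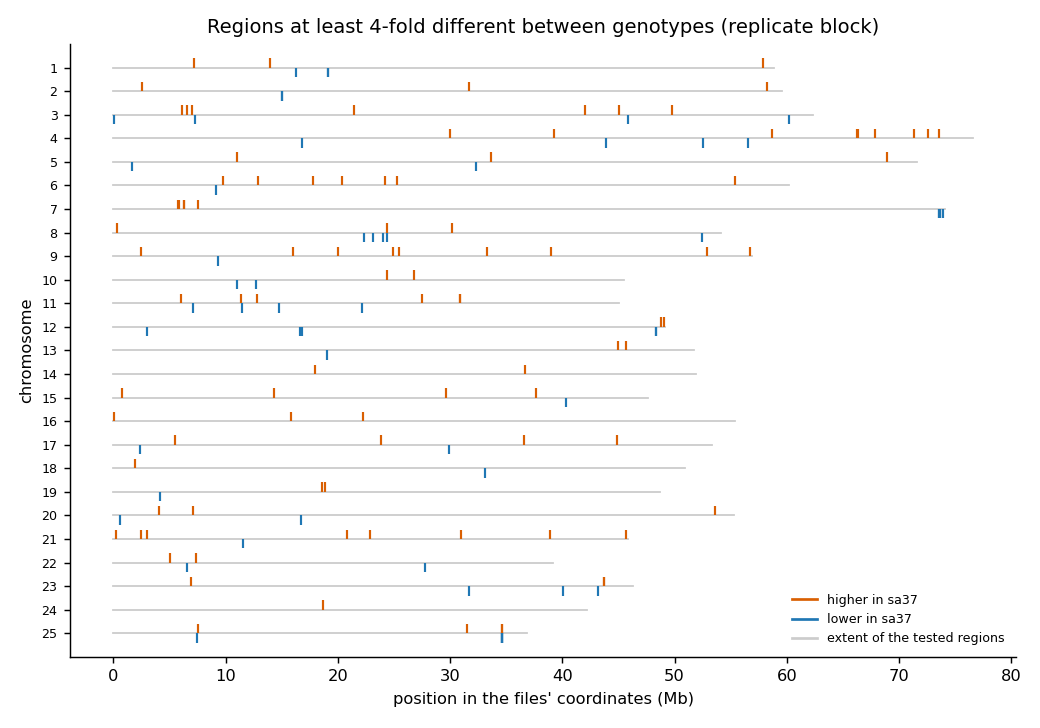
Positions (Mb, in the coordinates of the files) of the regions at least 4-fold different between genotypes with the replicate block, one line per chromosome. Orange ticks above a line are higher in sa37 and blue ticks below are lower; 156 of the 164 regions lie on the 25 chromosomes drawn and 8 on other sequences, and groups of ticks are visible near the ends of chromosomes 7 and 25.

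The second comparison asked how start site use changed from 12 to 16 hpf. In limma without the block, 8 regions were called in WT (7 higher at 16 hpf, 1 lower) and 19 in sa37 (19 higher, 0 lower). With the block, 2629 were called in WT (1863 higher, 766 lower) and 2717 in sa37 (2177 higher, 540 lower). Of these, 1802 were called in both genotypes, all with the same direction. EdgeR with the block called 1445 regions in WT (819 higher, 626 lower) and 1263 in sa37 (726 higher, 537 lower). Quantile normalization together with the block lowered the share of higher regions from 70.9 to 58.3% in WT and from 80.1 to 60.8% in sa37. In sa37 it moved the median of all regions from 0.122 to -0.048, and in WT from 0.054 to -0.047. The stage differences of replicates 1 and 2 correlated across regions with r of 0.74 in WT and 0.75 in sa37 (Spearman's rho 0.68 and 0.66).

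A region on chromosome 12 from 20218649 to 20218672 on the minus strand rose in WT to 28 ± 1.1 RPM (SD, n = 2) at 16 hpf from 0 and 0.09 at 12 hpf, at least 49.5-fold. Its difference was 4.80 (SE 0.30, limma adjusted p 0.0134, with the block 0.000251). In sa37 this region went from 0.086 ± 0.12 RPM (SD, n = 2) to 5.82 ± 0.63 (SD, n = 2). A region on chromosome 13 from 39033844 to 39033987 on the minus strand rose in both genotypes, by 4.97 in WT (SE 0.31, limma adjusted p 0.0134, with the block 0.000251) and by 4.76 in sa37 (SE 0.31, limma adjusted p 0.0143, with the block 0.000331). The region called as lower in WT, on chromosome 19 from 13261664 to 13261739 on the plus strand, went from 13.8 ± 2.3 RPM (SD, n = 2) to 0 and 0.17, at least 22.1-fold, with a difference of -3.77 (SE 0.35, limma adjusted p 0.0388, with the block 0.00091). In sa37 it went from 1.47 ± 0.7 RPM (SD, n = 2) to 0 and 0.08. In sa37, a region on chromosome 4 from 16461431 to 16461887 on the minus strand rose from 0.229 ± 0.32 RPM (SD, n = 2) to 64.8 ± 8.3 (SD, n = 2), with a difference of 5.76 (SE 0.37, limma adjusted p 0.0143, with the block 0.000388). In WT it rose as well, from 0.914 ± 0.26 RPM (SD, n = 2) to 47.8 ± 13 (SD, n = 2).

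The third comparison asked whether the genotype difference changed between the stages. No region was called: 0 passed the adjusted threshold without the block and 0 with it. At an unadjusted p under 0.05 there were 46 without the block and 872 with it, where 950 of the 19000 tested regions would be so by chance. Without the block the difference between the replicate numbers adds to the error of the fit, so its 46 cannot be read against 950. The simulation planted no interaction, so the power to find one was not measured, and the absence of calls does not show that none exists. The smallest p without the block belonged to a region on chromosome 2 from 31731273 to 31731283 on the minus strand, with an interaction of 4.57 (SE 0.51, limma p 5.47e-05, adjusted p 1, with the block adjusted p 0.0808). It was at 24.4 ± 9.7 RPM (SD, n = 2) in sa37 at 16 hpf and at 0 to 0.06 in the other 6 libraries. DESeq2's Wald test on recovered tags called 5 regions, 1 with a positive and 4 with a negative interaction.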

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

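Of the tests in this part, the interaction test of the chromosome 4 region was chosen after its values were seen, and so were the bounds of 0.5 and 5 RPM.

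A signal appeared in regions that entered no comparison of the report because clusters of a single list covered them. Of the 6397 regions of list 1 alone, 11 were under 0.5 RPM in both libraries of one genotype and at 5 or more in both libraries of the other. Of these, 4 were present in sa37 and 7 in WT. Of the 12131 regions of list 2 alone, 5 met the same bounds, 1 present in sa37 and 4 in WT. As each of these regions was measured in one replicate number only, the repeat is over the 2 stages. Noise of single libraries would give as many such regions when the genotypes are crossed between the stages, with WT at 12 hpf and sa37 at 16 hpf on one side. That split gave 1 region over both lists, against 16 for the real one. Noise of this kind therefore did not give as many, though with so few regions a part of the 16 cannot be told apart from it. The choice of clusters for each list, whose method is not stated, was not tested.

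The region on chromosome 4 from 16461431 to 16461887 drew attention because both replicate pairs were lower in sa37 at 12 hpf and higher at 16 hpf. Its genotype difference was -0.66 at 12 hpf (limma p 0.122) and 0.45 at 16 hpf (limma p 0.265), so that the 2 stages differed by 1.11. The interaction test gave a limma adjusted p of 1 without the block and 0.985 with it, and the unadjusted p was 0.0746 and 0.0135. At 12 hpf the values were 1.1 and 0.73 RPM in WT and 0 and 0.46 in sa37, near the lower bound of 0.5 in list 1. It was one of 19 regions examined for opposite signs. A difference between stages in the effect of genotype cannot be told apart from noise at low values here.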

How the results depend on the processing

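The counts moved most with the replicate block. Counts are given in the order sa37 against WT at 12 hpf, at 16 hpf and averaged over stages, then 16 against 12 hpf in WT and in sa37, where the fit without the block called 19, 17, 120, 8 and 19 regions. The block gave 546, 404, 1399, 2629 and 2717. With a mean of at least 10 tags per library in place of the filter at 1 RPM, which kept 21227 regions, the block gave 572, 430, 1492, 2661 and 2782. Variants of the block chosen after seeing the data were an intensity trend (747, 539, 1893, 3147 and 3193), quantile normalization (476, 317, 1301, 2438 and 2257), values below 0.5 set to 0 in both lists (490, 366, 1349, 2606 and 2672), merging of clusters within 100 bases (563, 409, 1412, 2650 and 2756), single best matching clusters (524, 392, 1345, 2521 and 2587) and edgeR on recovered tags (212, 155, 776, 1445 and 1263). In the simulation that kept the measured difference between replicate numbers, limma recovered 0% of the changed regions without the block and 98% with it, averaged over stages. That simulated difference was the same in every group, which favours the block. What makes the replicate numbers differ was not settled.

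Without the block, quantile normalization gave 59, 34, 240, 278 and 242. A pseudocount of 0.1 gave 75 at 12 hpf, 73 at 16 hpf, 15 between stages in WT and 6 in sa37, and 126 in the average, which is within 1.5 times. DESeq2's Wald test on recovered tags gave 287, 257, 632, 727 and 581, and 5 for the interaction in place of 0. The interaction count was 0 in every other setting run, with 39 to 999 regions at an unadjusted p under 0.05. EdgeR's quasi-likelihood test on recovered tags gave 2, 3, 67, 1 and 0. With DESeq2's size factors it gave 0, 0, 70, 1 and 0, and without a filter 2, 3, 70, 0 and 0. A fit to the compared groups alone gave 4, 5, 0 and 0 for the 4 single comparisons. Where these counts are 0, the numbers at an unadjusted p under 0.05 were 1624 for edgeR in sa37 between stages, 944, 746 and 1704 with the DESeq2 size factors, 1754 and 1627 without a filter, and 966 and 987 for the compared groups alone. The stage count in sa37 was 6 with an intensity trend, 5 with regions of one list counted as 0 in the other and 9 with single best matching clusters. RPM values recomputed over the shared regions gave 53 in WT and 47 in sa37 between stages. The cause of these changes was not tested. No filter, a mean of at least 10 tags, merging within 100 bases and a minimum of 2-fold kept all of these counts within 1.5 times; the 2-fold minimum could not remove a region, as its counts equalled the original ones.

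The split of higher against lower calls moved with quantile normalization under the block, to 165 higher and 152 lower at 16 hpf from 260 and 144, to 697 and 604 in the average from 900 and 499, to 1421 and 1017 in WT between stages from 1863 and 766, and to 1373 and 884 in sa37 from 2177 and 540. EdgeR with the block, which also differs in its test and regions, gave 83 higher and 72 lower at 16 hpf, 412 and 364 in the average, 819 and 626 in WT between stages and 726 and 537 in sa37. Of the regions called with the block, 461, 292, 1176, 2161 and 1904 were also called after quantile normalization.

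Leaving out one library at a time gave from 20 to 37 regions in the average over stages. At 12 hpf the fits that left both compared groups whole gave from 8 to 9 regions, and at 16 hpf from 7 to 9. Between stages they gave from 0 to 0 in WT (1053 to 1164 at an unadjusted p under 0.05) and from 2 to 6 in sa37. A fit that leaves an arm with 1 library gives no call, so the interaction has no such count.

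The differences of the named regions were followed for 17 combinations of region and comparison. Under settings other than leaving out a library, 314 values kept their direction and side of the threshold, 44 kept the direction but no longer passed, and 0 reversed. Merging within 100 bases left no region of the same coordinates for those starting at 73629474 on chromosome 7 and 34601787 on chromosome 25. These 2 regions were therefore not followed under that setting, with or without the block. When a library was left out, the 32 values of the average over stages kept their direction and still passed. In the other comparisons, leaving out a library of a group not compared cannot change the difference itself, and 36 values still passed while 16 did not. Leaving out a library of a compared group gives no test: 18 values moved by more than the spread between replicate pairs, 34 by less, and 0 reversed.

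Not run for want of gene names were sums over the clusters of a gene, the strongest promoter per gene, the mutated gene, the fixed gene list and the gene sets. In replicate 1 the lower bound comes from how list 1 was made and not from depth: values under 0.5 RPM are at 0 there, while 3 tags are 0.173 to 0.256 RPM, so a fold against a region at 0 in replicate 1 is a lower bound.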

Other observations

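In this part the tests of single-genotype regions, of neighbours and of copies, the bounds of 0.5 and 5 RPM, the 4-fold minimum and the distances were chosen after a list of the strongest regions had been seen, and the test of scaling after the counts were seen. The tests by other splits and of the replicate difference were set before their results were seen.

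Other splits of the libraries were compared with the real one for the genotype difference averaged over stages. Within each stage and replicate number the genotypes can be exchanged or kept, which makes 8 splits that part as many same-numbered pairs. With 120 regions without the block, 1 of the 8 splits, the real one, reached the count, and the same held for 1399 regions with the block. None of the others called a region without the block, and one of them called 1 with it. At an unadjusted p under 0.05 they gave 1 to 148 regions without the block and 204 to 1356 with it, against 1017 and 4576 for the real split. The other splits differ by mixing the genotypes on each side. As the share cannot go below 0.125, the design cannot separate the result from chance by this test alone.

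A set of 13 regions was under 0.5 RPM in all 4 libraries of one genotype and at 5 or more in all 4 of the other, 9 present in sa37 and 4 in WT, on 12 chromosomes or scaffolds. The real split was 1 of 8 to reach that number. Regions that met these bounds by chance in replicate 1 would mostly not hold in replicate 2. Of 35 regions chosen from replicate 1 alone, 23 (65.7%) had the lower genotype under 10% of the higher at both stages in replicate 2. This rule is looser than the bounds of 0.5 and 5 RPM, which only the 13 met in both replicates. Its rate by chance was not measured. By the looser rule most of the 35 held, which argues against chance in replicate 1 as their main source. The floor of list 1 lies at the same 0.5 RPM as the lower bound, so the test cannot decide on the floor. Another such region lay within 100 kb for 15.4% of the 13, against a median of 0.0% in 10000 random sets matched on expression (permutation p 0.025), but this rests on 1 pair that had been noticed before. That pair changed in opposite directions, which tags shared between near-identical copies would also give, and 1 pair is too few to tell. Stretches of the genome that differ between the 2 lines, tags shared between copies and an effect of the mutation all remain.

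The 164 regions at least 4-fold different between genotypes lay closer together than random regions. A neighbour 10 to 100 kb away was present for 23 of the 164 (14%), against a median of 3.7% in 1000 random sets matched on expression (permutation p 0.001, the smallest that 1000 sets can give). Regions at least 4-fold different between stages gave 6.6% in WT (304 regions, random median 6.2%, permutation p 0.49) and 5.5% in sa37 (290 regions, random median 6.2%, permutation p 0.66). Without the 2 densest windows of 1 Mb the share between genotypes was 7.9% against 2.6% (permutation p 0.043), so that much of the excess comes from those windows. At a minimum of 2-fold it was 23.6% against 12.8% (permutation p 0.001), and between stages 26.0% against 26.6% in WT and 24.4% against 26.5% in sa37. In simulated sets the test gave a p under 0.05 in 5 of 5 with planted neighbours and in 0 of 20 random ones. A candidate explanation is that the WT and sa37 embryos came from lines that differ in stretches of sequence, through variants that change expression or the mapping of tags. Tags passing from one copy to a neighbouring copy would give pairs of opposite direction, and 9 of 25 neighbouring pairs were opposite, against a median of 13 when directions were permuted (permutation p 0.96). Without the 2 densest windows 2 of 6 pairs were opposite, against a median of 2 (permutation p 0.97), so at 4-fold the test rests mostly on those windows and is too small outside them. At a minimum of 2-fold, 78 of 186 pairs were opposite, against a median of 93 (permutation p 0.98). Between stages at 2-fold, 85 of 267 neighbouring pairs were opposite in WT (permuted median 109) and 56 of 264 in sa37 (permuted median 80). Neighbours thus changed the same way more often than permuted directions between stages too, so the shortfall alone does not argue against shared tags. At 2-fold 41.9% of the pairs between genotypes were opposite, so most pairs were not of the kind that shared tags would give. A part from shared tags cannot be told apart from the other explanations, at 2-fold or for the 164 regions. Variants that lower mapping, and duplicated or lost copies, were not tested, as no genome was used here. An effect of the jam3b mutation on regions that lie together also remains, and the breeding of the embryos is not stated in the labels.

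The densest windows were on chromosome 7 from 73 to 74 Mb, with 6 of 40 tested regions, all 6 lower in sa37, and on chromosome 25 from 34 to 35 Mb, with 6 of 91, of which 2 were higher and 4 lower. The 6 regions on chromosome 7 together held 5067 and 3815 RPM in WT at 12 hpf, in replicates 1 and 2, and 4056 and 3634 at 16 hpf. In sa37 they held 165 and 46.8 at 12 hpf and 124 and 30.3 at 16 hpf.

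The separation of libraries by replicate number was tested against differences in how the lists were made. If the floor of list 1 gave it, it would shrink in strong regions, but in the 8516 regions with a mean of at least 10 RPM 52.4% of the variance followed the replicate number, against 50.4% in all. If cluster boundaries gave it, it would be small where the boundaries are identical. In 159 such regions the SD of the replicate difference was 0.98, against a median of 0.72 in 1000 matched sets, a ratio of 1.36. Neither accounts for the separation. A difference between library or embryo batches, or in mapping, remains, and the labels do not separate these from the replicate number. No biological explanation was tested.

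More regions rose than fell from 12 to 16 hpf. Under the block, 70.9% of the called regions in WT were higher at 16 hpf, and quantile normalization lowered this to 58.3%. Quantile normalization gives all libraries one distribution, so it moves the share toward balance whatever the cause. EdgeR with the block gave 56.7% higher in WT and 57.5% in sa37, but with another test and other regions. Its scaling does not force one distribution, but it takes most regions as unchanged, so it can also move the share toward balance. The median of all regions was -0.035 in WT and -0.038 in sa37 there, against 0.054 and 0.122 in limma with the block. Other settings stayed further from balance. Quantile normalization without the block gave 74.1% higher in WT and 78.5% in sa37, and DESeq2's Wald test on recovered tags gave 67% and 70.7%. The size of the imbalance depends on these settings, and scaling of the libraries cannot be told apart from a wider rise in start site use.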
